A study of Homo sapiens with 3 samples. Its data were reported in "YTHDC1 m6A-dependent and m6A-independent functions converge to preserve the DNA damage response" (2024).

How the data were processed

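YTHDC1, a nuclear protein that binds N6-methyladenosine (m6A) in RNA, was mapped on chromatin by ChIP-seq in A549 cells, an established line from a human lung adenocarcinoma. The 3 samples are replicates of a single group, YTHDC1 ChIP-seq without knockdown, and no input, IgG or knockdown library was analysed here. In the study's methods, cells were crosslinked with formaldehyde, chromatin was sheared by sonication, and the reads were aligned to hg19. The authors pooled the aligned reads of the 3 replicates and called broad peaks with MACS2, with a q-value of 0.1 and a broad cutoff of 0.25. No control library for the peak calling is named in the sources used here. The methods name Bowtie2 as the aligner, whereas the submitters' processing notes name BWA next to deepTools and MACS2, and the aligner was not settled here.

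The file analysed was the 1 deposited peak set, with a position, a name and a single value for each of 6368 peaks. That value was written by the authors' peak caller and is read here as −log10 of the q-value, an inference from the values: the lowest, 0.610, lies just above 0.602, which is −log10 of the broad cutoff. It is each peak's own value and was used only to describe, rank and filter peaks. The running numbers in the peak names reach 6374, with 6 missing, and the names point to a merging step that the sources used here do not describe. Because the replicates were pooled before calling, the file holds no value per replicate. No spread between replicates could be computed, and the depth of each sample is unknown. Nothing in the labels says whether the replicates came from separate cultures.

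Peak coordinates are on hg19 and are given counting from 1. Genes, transcripts and exons were taken from GENCODE release 44 mapped to the same assembly (GRCh37), a later release than the one the study used for its introns, with 64440 genes and 221291 distinct pairs of a gene and a start. All 24 chromosomes were used. A peak was counted at a start site if it overlapped, by 1 base or more, a window of 200 bases on both sides of any annotated transcript start, which is the window stated by the study. Each peak was also put into 1 of 7 classes by its midpoint. The first match was taken of start window, 5' UTR, 3' UTR, coding exon, non-coding exon, intron and intergenic. Peaks inside protein-coding genes, such as RPL12, also fell in non-coding exons, so this class is not read as binding at non-coding genes. A protein-coding gene was counted as bound if any of its annotated starts had a peak within 200 bases. The term bound therefore means a called peak at a start and not an affinity.

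Shares of peaks were compared with 1000 random placements of the same peaks, with chromosome and width kept and runs of N avoided, in a 2-sided permutation test. The smallest p that these placements can give is 0.0020. The counts per chromosome were compared with 1000 placements over the whole assembled genome. Gene lists, gene classes and the share of genes bound per chromosome were compared by 2-sided Fisher exact tests. A comparison within deciles of promoter GC used the Cochran-Mantel-Haenszel chi-square test. Peak midpoints downstream and upstream of the nearest protein-coding start were compared by a 2-sided exact binomial test. Medians and means of 2 sets of peaks or genes were compared by 2-sided permutation tests with 100000 resamples, for which the smallest p is 1.0e-05. Adjusted p-values are Benjamini-Hochberg values over the 25 gene lists, 7 annotation classes, 6 gene classes or 24 chromosomes, with 0.05 as the threshold. Intervals are 95% Wilson intervals. Where a count was 0, the share that 3 counts would give is stated as the upper limit. All p-values and intervals treat peaks or genes of 1 pooled set as the units. They cover the placement of peaks and the choice of genes, not the variation between experiments, and neighbouring genes that share a peak are not independent.

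The GC share, the ratio of observed to expected CpG dinucleotides and the share of 31-mers that occur more than once in the assembly were computed from the reference sequence. The last of these is called repeated sequence in the text. The planned share of masked repeats could not be computed, since the reference sequence used here has no lower-case bases. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, numba 0.67.0 and matplotlib 3.10.9.

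The gene lists, the tests and most alternatives were fixed before the data were examined. The rule for the named genes was fixed then too. It takes 14 genes whatever their values, for each list up to 4 bound members with the highest −log10 q and up to 2 unbound members first in the alphabet, the 10 peaks with the highest −log10 q, the 10 widest peaks and the 5 genes with most peaks. The ranking of genes by peaks was limited to protein-coding and lncRNA genes after the data were seen. Results that need items withheld for evaluation are not reported here. Features named outside this rule are said to have been chosen after their values were seen. The alternatives covered wider windows, 1 start per gene, peak midpoints, the 3184 strongest peaks, a q-value under 0.05, autosomes only, other random placements, and gene lists matched on promoter GC and number of starts (10000 random lists, a permutation test). Starts of basic transcripts only and the removal of peaks in which over 10% of the 31-mers are repeated were added after the data were seen, as were the width difference in random placements and the midpoint rule for peak strength and width.

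The procedures were tested on simulated data. Of 100 random peak sets, 5 gave a start site p under 0.05. A set with 10% of its peaks planted on starts gave a start site share of 14.1%, against 13.8% as made. Among 2500 list tests in unchanged simulated gene sets, 6 were called. Of the lists raised from 16% to 45% bound, 73.6% were recovered, or 86.7% of those with 20 or more members. The raised lists numbered 13, and these rates hold only for gene sets made in this way.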

Results

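YTHDC1 occupancy on chromatin was measured by ChIP-seq in A549 cells, a lung adenocarcinoma line, in 3 replicates of 1 group. The replicates were pooled before peak calling, so all values below describe 1 set of 6368 peaks, with no spread between replicates and no comparison between conditions. The depth of each sample is unknown. The peaks had a median width of 348 bases (quartiles 265 and 478, range 226 to 3085) and together covered 2.62 Mb, or 0.0916% of the bases of hg19 outside runs of N. The median −log10 q written by the authors' caller was 1.33, 3317 peaks (52.1%) had a q-value under 0.05, and 44 had a −log10 q over 10.

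Genes of pathways central to the study were examined first. CDKN1A, which encodes the cell cycle inhibitor p21, had a peak in intron 1 (chromosome 6, 36646653 to 36646878, −log10 q 1.15), and MDM2, encoding a ubiquitin ligase, had one over exon 1 (chromosome 12, 69201742 to 69202418, −log10 q 0.909). The q-values of CDKN1A and MDM2 were above 0.05. ATR, a kinase of the DNA damage response, carried a peak over exon 1 on chromosome 3 (142297284 to 142297839, −log10 q 1.73) with its midpoint 13 bases from the canonical start. BIRC6, an inhibitor of apoptosis that also acts in DNA repair, carried one over exon 1 on chromosome 2 (32582249 to 32582613, −log10 q 1.304). YTHDC1 itself had no peak at a start, and the nearest lay 917688 bases from a start.

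The remaining genes fixed beforehand showed peaks both at starts and inside genes. GAPDH, a glycolytic enzyme, had 3 peaks within 1000 bases of the gene, of which the one at its start (chromosome 12, 6643811 to 6644757) had a −log10 q of 2.16. The long non-coding RNA genes MALAT1 and NEAT1, whose transcripts stay in the nucleus, had 2 and 3 peaks. The wider MALAT1 peak spanned 1844 bases on chromosome 11 (65266721 to 65268564, −log10 q 3.45). MYC, the growth-promoting transcription factor, had a peak over exon 3 of 3, in the 3' UTR (chromosome 8, 128754086 to 128754571, −log10 q 2.38), and none at its starts. ACTB, encoding beta-actin, had 3 peaks within 1000 bases of the gene and none at its own starts. The strongest (chromosome 7, 5595861 to 5596498, −log10 q 2.16) lay at the start of another gene, and the one over its 3' end (5566028 to 5566386) had 0.852, a q-value above 0.05. METTL3, the catalytic subunit of the m6A methyltransferase, had no peak at a start and a strong one over exon 5 of 11 (chromosome 14, 21968740 to 21969536, −log10 q 20.9). HSP90AA1, a chaperone gene, had no peak within the gene or 1000 bases around it. These are values of single peaks and carry no test.

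Where the peaks lie relative to genes was asked next, since the study divided starts by the presence of YTHDC1. Transcription start sites dominated the peak set: 3394 of the 6368 peaks, or 53.3% (95% interval 52.1 to 54.5), overlapped a window of 200 bases on both sides of an annotated start, against 4.23% on average in random placements (central 95% 3.75 to 4.71). This is a 12.6-fold excess with a permutation p of 0.0020, the smallest the placements can give. Random placement was the only comparison, as no input or IgG library was analysed. The excess therefore cannot separate YTHDC1 occupancy from signal at starts that a control library would also show. Peaks classed by their midpoint were more frequent than in random placements in start windows (37.7% against 2.31%) and in 5' UTRs beyond those windows (2.07% against 0.165%). The same held for coding exons (2.98% against 0.966%) and non-coding exons (4.15% against 2.20%). Introns held 30.5% of the peaks against 57.1%, and intergenic sequence 20.1% against 35.3%. All of these had an adjusted p of 0.0023. The small excess in 3' UTRs (2.51% against 2.00%, permutation adjusted p = 0.0080) was lost when placements were kept inside genes, with an adjusted p of 0.0959. Counting any overlap in place of the midpoint ended that call too (permutation adjusted p = 0.887) and turned the coding exon and non-coding exon shares to 1.93% and 2.42%, below their random means, with adjusted p of 0.683 and 0.283.

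**Figure D1:**
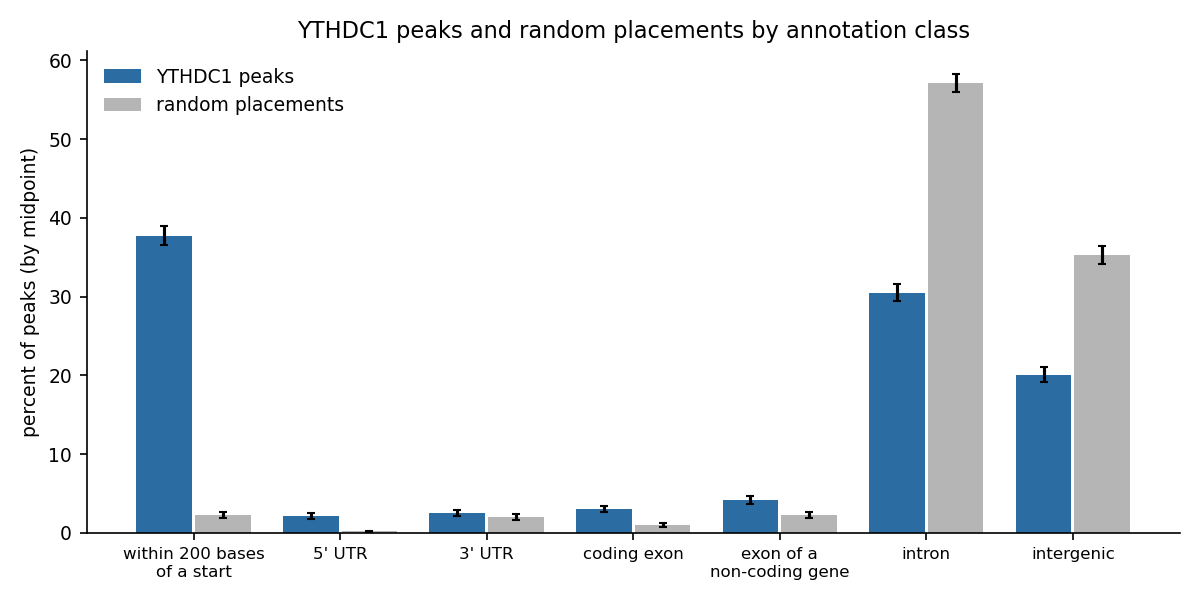
Percent of peaks (y axis) in each annotation class (x axis), assigned by the peak midpoint, for the 6368 YTHDC1 peaks (blue, bars with 95% Wilson intervals) and the mean of 1000 random placements (grey, lines spanning the central 95% of placements). Start windows hold 37.7% of the peaks against 2.31% in random placements, and introns 30.5% against 57.1%.

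Splice sites were set against starts because the study links YTHDC1 to splicing. The first 500 bases of transcripts were overlapped by 3505 peaks (55.0% against 4.74%). Exon-intron junctions, with a window of 50 bases on both sides and with peaks at starts left out, were overlapped by 181 peaks. That is 2.84% of all peaks, below the 4.92% of random placements. Taken only among the 2633 peaks outside both the start windows and the first 500 bases, the direction was the opposite, 6.87% against 5.21%, or 1.32-fold higher. Each of these had a permutation p of 0.0020. The plan did not settle between these ways of counting, and both were set before either result was seen. The share of all peaks keeps peaks at starts in its total but not among the overlaps. Such peaks were far more common than in random placements, which lowers this share whatever happens at junctions. It therefore cannot show that peaks avoid junctions. The share among the 2633 peaks leaves peaks at starts out of both counts.

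Around protein-coding starts the peaks were centred slightly downstream. Within 1000 bases, 2113 midpoints lay downstream and 1452 upstream of the nearest protein-coding start, or 59.3% downstream (95% interval 57.6 to 60.9, exact binomial p = 1.47e-28), with a median position of 53 bases downstream. The fullest bin of 50 bases was the one immediately upstream of the start, with 332 peaks against 7.96 in random placements. Random placements themselves put 51.3% downstream (central 95% 44.8 to 57.6). Against these, a comparison added after the data were seen, the p was 0.018.

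**Figure D2:**
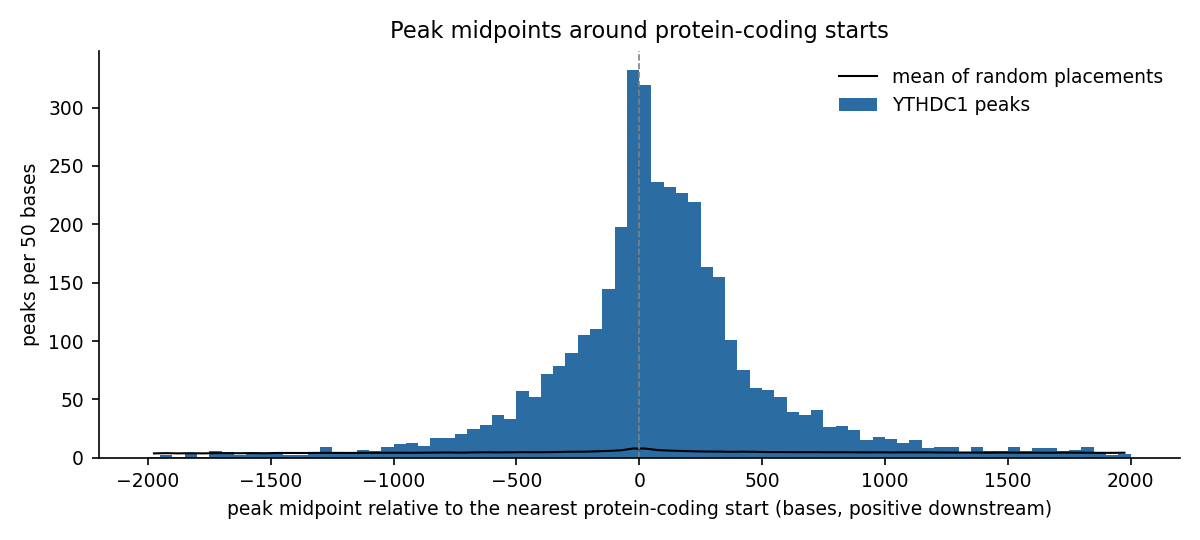
Number of YTHDC1 peaks per 50 bases (y axis) by the position of the peak midpoint relative to the nearest protein-coding start (x axis, bases, positive downstream). Blue bars are peaks, the black line is the mean of the random placements and the dashed line marks the start; more peaks lie downstream (2113 within 1000 bases) than upstream (1452).

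Peaks at starts were wider than the others, with medians of 374 and 322 bases, and lay at a higher −log10 q, with medians of 1.39 and 1.26. Both differences had a permutation p of 1.0e-05, the smallest the resamples can give. A wider peak overlaps a window more easily, however, and random placements of the same widths gave a difference of 38.1 bases (central 95% 7.49 to 72), so that the 52 bases observed did not differ from them (permutation p = 0.392). With the midpoint inside the window the median widths were 365 and 338 bases (permutation p = 1.0e-05), and the difference in median −log10 q was 0.0700 (permutation p = 0.000670). These comparisons were added after the data were seen. The share at starts rose from 45.6% (95% interval 41.7 to 49.6) among the 603 weakest peaks to 57.8% (55.6 to 60.1) at a −log10 q of 1.3 to 2, and was 31.8% (20.0 to 46.6) among the 44 strongest.

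Sequence composition set the peaks apart from random sequence. Peaks had a mean GC share of 58.8% against 42.1% in random placements, and a ratio of observed to expected CpG of 0.610 against 0.217 (both permutation p = 0.0020). Peaks at starts reached 64.9% GC and a CpG ratio of 0.765, and peaks away from starts had 51.9% and 0.434. Promoters of the 3163 protein-coding genes with a start site peak had 63.8% ± 9.82 GC (SD over genes), against 60.4% ± 12.3 in the 16999 genes without one. Their CpG ratios were 0.762 and 0.608, and the permutation p was 1.0e-05 for both measures. The difference in GC, 3.36 percentage points, was smaller than either SD. Promoter composition is 1 value per gene, whereas a peak at any annotated start makes a gene bound. The promoter measured need not be the one with the peak, and with 1 start per gene 2045 genes were bound. The same limit applies to the deciles of promoter GC and to the lists matched on it.

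Of 20162 protein-coding genes, 3163 carried a peak at a start, or 15.7% (95% interval 15.2 to 16.2). Other kinds of genes were bound less often: 786 of 18903 lncRNA genes (4.16%), 46 of 3043 miRNA genes (1.51%), 17 of 1914 snRNA genes (0.888%), 9 of 1458 snoRNA genes (0.617%) and 43 of 14666 pseudogenes (0.293%). The Fisher exact adjusted p was 2.93e-143 for miRNA, 3.96e-107 for snRNA and 2.15e-88 for snoRNA genes, and for the larger lncRNA and pseudogene classes it was too small to be represented as a number. Protein-coding genes with a divergent start on the other strand within 1000 bases were bound in 19.2% of cases against 15.1% for the others (odds ratio 1.34, exact adjusted p = 1.53e-08). Within deciles of promoter GC, this odds ratio was 1.12 (Cochran-Mantel-Haenszel chi-square test, p = 0.0283). The same correction moved the odds ratios of the other classes towards 1, from 0.233 to 0.395 for lncRNA, 0.0825 to 0.153 for miRNA, 0.0482 to 0.126 for snRNA, 0.0334 to 0.0757 for snoRNA genes and 0.0158 to 0.0381 for pseudogenes, and all stayed past the threshold.

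Genes of RNA polymerase II pausing and elongation were bound more often than other protein-coding genes, though not under every setting. Of 29 such genes, 12 were bound (41.4%, odds ratio 3.80, Fisher exact adjusted p = 0.00293). POLR2A, encoding the largest subunit of the polymerase, had a −log10 q of 9.10 at exon 1 on chromosome 17 (7387655 to 7388072). HEXIM1, an inhibitor of the elongation kinase P-TEFb, had 8.58 (chromosome 17, 43225917 to 43226678), and the elongation factor genes PAF1 and SUPT4H1 had 2.03 and 1.90. CCNT2, which also acts in pause release, had no start site peak. Here and for the lists below, neither the comparison genes nor the matched lists took account of transcription in A549 cells. Transcription was not analysed, so these tests cannot separate the function of a list from its level of transcription. In lists of equal size matched on promoter GC and number of starts, 19.3% of genes were bound (permutation adjusted p = 0.035). The list did not pass with 1 start per gene (odds ratio 2.83, exact adjusted p = 0.0719), with the midpoint inside the window (2.63, adjusted p = 0.0680), among the 3184 strongest peaks (2.77, adjusted p = 0.0869) or at a q-value under 0.05 (2.66, adjusted p = 0.0922).

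Of 4 lists on RNA processing and translation, splicing factors and cytoplasmic ribosomal proteins were bound more often. Of 33 splicing factor genes, 15 carried a peak (45.5%, odds ratio 4.50, exact adjusted p = 0.000318), led by SRSF6 (−log10 q 4.21), PRPF8 (3.26), SNRPA (2.98) and HNRNPH1 (2.46), with none at HNRNPA1 or HNRNPM. Of 79 cytoplasmic ribosomal protein genes, 26 were bound (32.9%, odds ratio 2.65, exact adjusted p = 0.000665), including RPL12 (4.31), RPLP0 (3.09), RPL13A (2.66) and RPLP1 (2.27) and not RPL10 or RPL10A. Matched lists had 23.3% and 18.8% bound (permutation adjusted p = 0.035 and 0.0262). The splicing list did not pass when the peak midpoint had to lie in the window (exact adjusted p = 0.06065), nor did the ribosomal list among the 3184 strongest peaks (adjusted p = 0.0749). The 78 mitochondrial ribosomal protein genes were bound in 18 cases (23.1%, exact adjusted p = 0.141), with a strong peak at MRPL53 (−log10 q 12.2, chromosome 2, 74699116 to 74700092), and the 21 m6A writers, readers and erasers in 7 (33.3%, exact adjusted p = 0.0813), among them METTL16 (3.77), HNRNPC (1.44), YTHDF2 (1.27) and METTL14 (1.21). Neither of these lists passed. The METTL16 peak lay at another annotated start, over exon 10 of 10, with its midpoint 95718 bases from the canonical start.

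DNA repair lists gave little beyond the other genes. Homologous recombination was the one repair list that passed, with 8 of 22 genes bound (36.4%, odds ratio 3.08, exact adjusted p = 0.0410). NBN, which senses double-strand breaks, had the strongest peak (−log10 q 5.30), followed by RAD52 (1.81), the helicase gene BLM (1.296) and RBBP8 (1.16), and BARD1 and BRCA2 had none. Against matched lists, in which 22.4% were bound, the call was lost (permutation adjusted p = 0.375), and it was also lost on autosomes alone, at an odds ratio of 2.95 (exact adjusted p = 0.05045). Among peaks with a q-value under 0.05, 2 of the 22 genes were bound (odds ratio 1.02). DNA damage signalling had 5 of 23 genes bound, among them CDC25C (4.02) and HUS1 (3.18). The CDC25C peak lay at another annotated start, with its midpoint at -6568 bases from the canonical start. The Fanconi anaemia pathway had 5 of 16 genes bound, base excision repair 5 of 20, nucleotide excision repair 3 of 20 and mismatch repair 2 of 8. None of the 10 non-homologous end joining genes was bound, which allows a share of up to 30.0%. The adjusted p of these 6 lists ran from 0.144 to 1. The study's 6 top screen hits, chosen on related samples, had 0 bound, which allows up to 50.0% (exact adjusted p = 0.635).

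Gene families with many copies were examined as well. Replication-dependent histone genes, which supply histones for new DNA, were bound in 19 of 66 cases (28.8%, odds ratio 2.18, exact adjusted p = 0.0191), against 3.46% in matched lists (permutation adjusted p = 0.0025). H4C3 (−log10 q 14.8, chromosome 6, 26104154 to 26105164), H3C2 (14.5), H1-4 (13.7) and H1-3 (13.4) were among the strongest start site peaks of the whole set, and H1-1 and H1-5 had none at a start. These peaks covered the short genes and were centred beyond the start window, so that the call turned when the midpoint had to lie in the window (odds ratio 0.126, exact adjusted p = 0.0356). With a window of 500 bases 38 of the 66 genes were bound (57.6%, odds ratio 6.00), and with 1000 bases 43 (65.2%, 7.57). In the cluster on chromosome 6 between 26.0 and 26.3 Mb there were 19 peaks, and 15 of 29 histone genes but 0 of 2 other genes were bound. Of 508 ZNF genes, which encode zinc finger proteins, 128 were bound (25.2%, odds ratio 1.84, exact adjusted p = 2.60e-07), led by ZNF446 (6.30) and ZNF629 (6.30), against 16.2% in matched lists (permutation adjusted p = 0.0025). None of 399 olfactory receptor genes was bound (exact adjusted p = 5.33e-29, an upper limit of 0.752%), and none of 94 keratin-associated protein genes (adjusted p = 1.60e-06, up to 3.19%). The matched lists had 1.34% and 3.40% bound, and only the receptors still passed (permutation adjusted p = 0.030 and 0.219). Histone and ZNF genes lie in clusters, so their members are not independent.

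**Figure D3:**
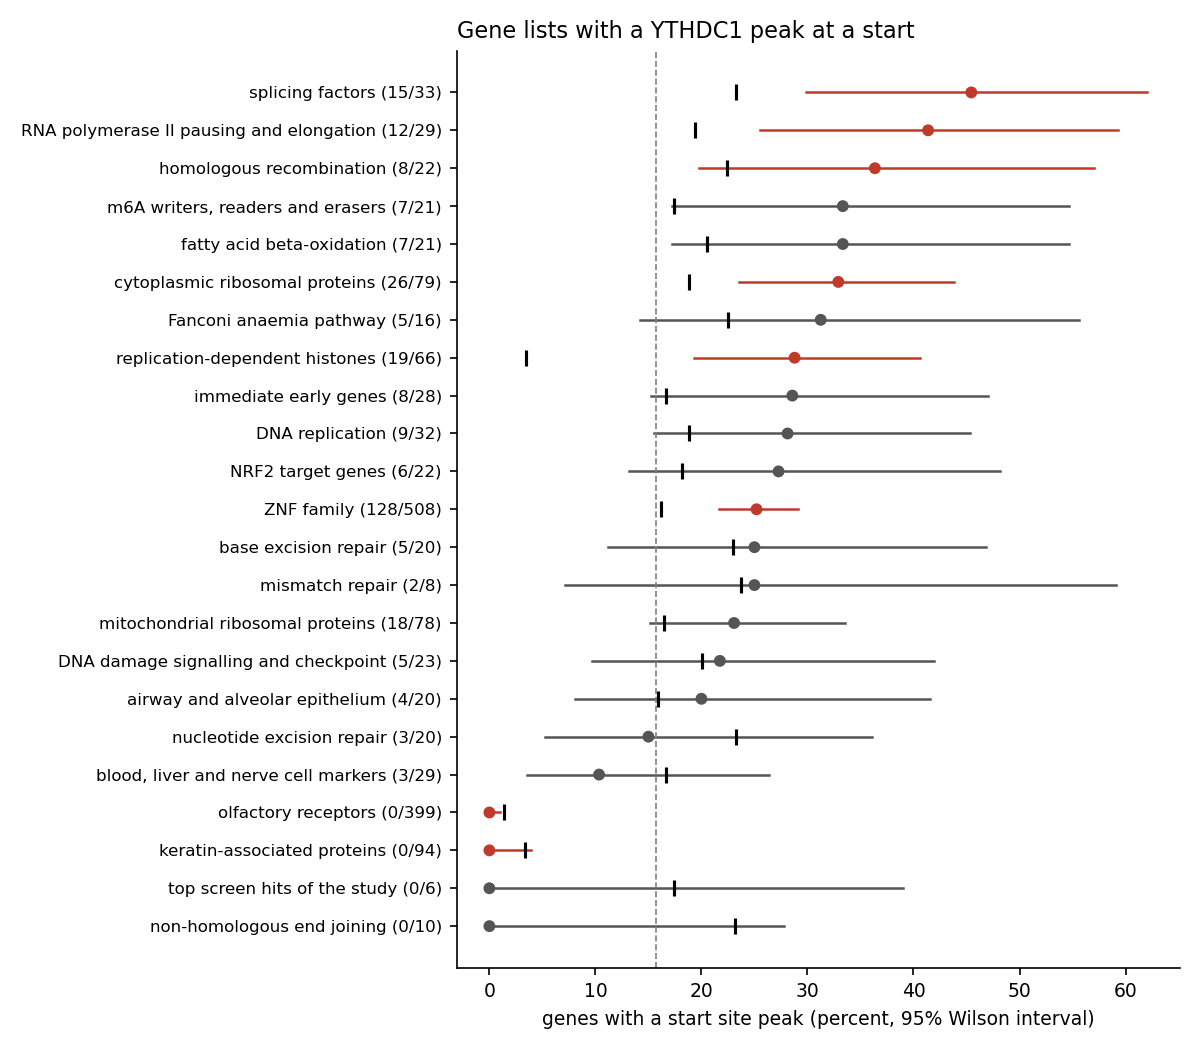
Percent of genes with a start site peak (x axis) in each of 23 gene lists (y axis, bound and total in brackets), with points and 95% Wilson intervals. Red marks an adjusted p under 0.05, black ticks the mean of matched lists and the dashed line the 15.7% of all protein-coding genes; 6 lists lie above and 2 below.

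**Figure D4:**
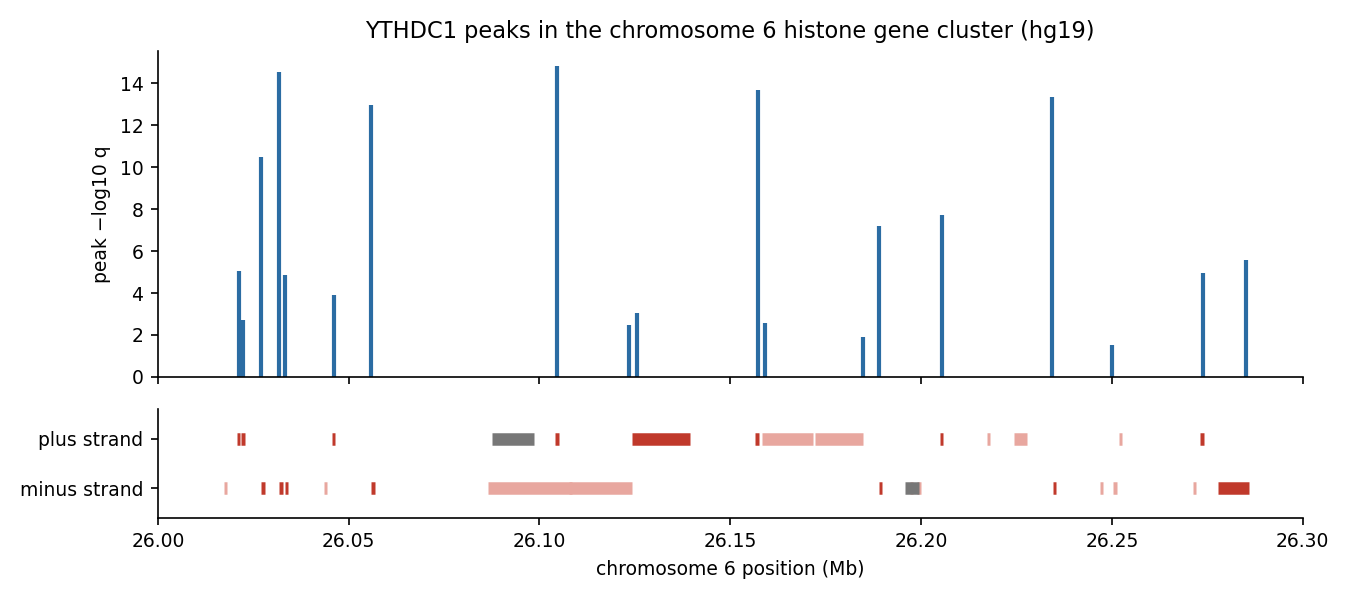
Peaks in the histone cluster on chromosome 6 (x axis, position in Mb, hg19), with each peak's −log10 q as a bar (y axis, top) and protein-coding genes by strand (bottom). Histone genes are dark red where bound and light red where not, other genes are grey; 15 of the 29 histone genes are bound and the highest peak reaches 14.8.

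Lists for the cell type and for stress responses did not pass as first counted. Of 20 airway and alveolar epithelium genes, 4 were bound: KRT8 (−log10 q 3.08), KRT7 (2.61), EPCAM (1.41) and KRT18 (1.07). The direction of this list turned with 1 start per gene (odds ratio 0.466), with basic starts and with the midpoint inside the window. The list called blood, liver and nerve markers also holds genes of other tissues, such as COL1A1, ACTA2 and CDH5. It was bound in 3 of 29 cases, at CD68 (3.99), SNAP25 (1.95) and NEFL (1.85), a share of 10.3%. NRF2 targets were bound in 6 of 22 cases, with peaks at the aldehyde dehydrogenase gene ALDH3A1 (8.19, 1420 bases) and at the cystine transporter gene SLC7A11 (5.55, 521 bases). Immediate early genes were bound in 8 of 28 cases (NR4A1 3.76, SRF 2.32), DNA replication genes in 9 of 32 (ORC6 2.85, GINS1 2.64) and fatty acid oxidation genes in 7 of 21 (DECR1 2.87, ETFA 2.31). The adjusted p of these 6 lists ran from 0.0813 to 0.635. Immediate early genes passed with a window of 1000 bases (odds ratio 4.64, exact adjusted p = 0.000336), and NRF2 targets, with an odds ratio of 2.02 as reported, passed from the start to 500 bases downstream (odds ratio 3.76, exact adjusted p = 0.0107). They also passed with a window of 500 bases (3.04), among the 3184 strongest peaks (3.98) and at a q-value under 0.05 (3.82). With the midpoint inside the window the NRF2 list turned, with 2 of 22 bound (odds ratio 0.823).

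Chromosomes were compared because A549 cells have an abnormal karyotype and no control library is named. Chromosome 19, rich in genes, held 466 peaks, 3.74 times the random mean, and chromosome 17 held 513, or 2.96 times. Chromosome X held 73 (0.217 times), chromosome 13 held 64 (0.2999) and chromosome 4 held 136 (0.324), each with an adjusted p of 0.0030. In all, 9 chromosomes had more and 9 fewer peaks than random. The share of protein-coding genes bound also differed. It was highest on chromosome 15 (24.7%, 95% interval 21.4 to 28.3, Fisher exact adjusted p = 4.56e-08) and chromosome 17 (21.9%, 19.6 to 24.3, adjusted p = 4.58e-08), and low on chromosomes 1 (10.6%, adjusted p = 1.49e-11), 6 (9.92%, adjusted p = 1.66e-07) X (3.91%, adjusted p = 6.16e-28) and Y (2 of 64 genes, 3.13%, adjusted p = 0.00623). It was higher than elsewhere on 7 chromosomes and lower on 9. The share of genes bound on chromosome 19 was 17.3% (exact adjusted p = 0.102), and it passed among the 3184 strongest peaks (10.5%, adjusted p = 0.0199) and at a q-value under 0.05 (10.9%, adjusted p = 0.0184). Chromosomes 11 and 16 newly passed in both settings too, and chromosome 8 among the 3184 strongest peaks. The calls on chromosomes 5 (exact adjusted p = 0.0728 and 0.0779) and Y (0.210 and 0.148) were lost in both. That on chromosome 9 was lost at a q-value under 0.05 (0.0605).

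**Figure D5:**
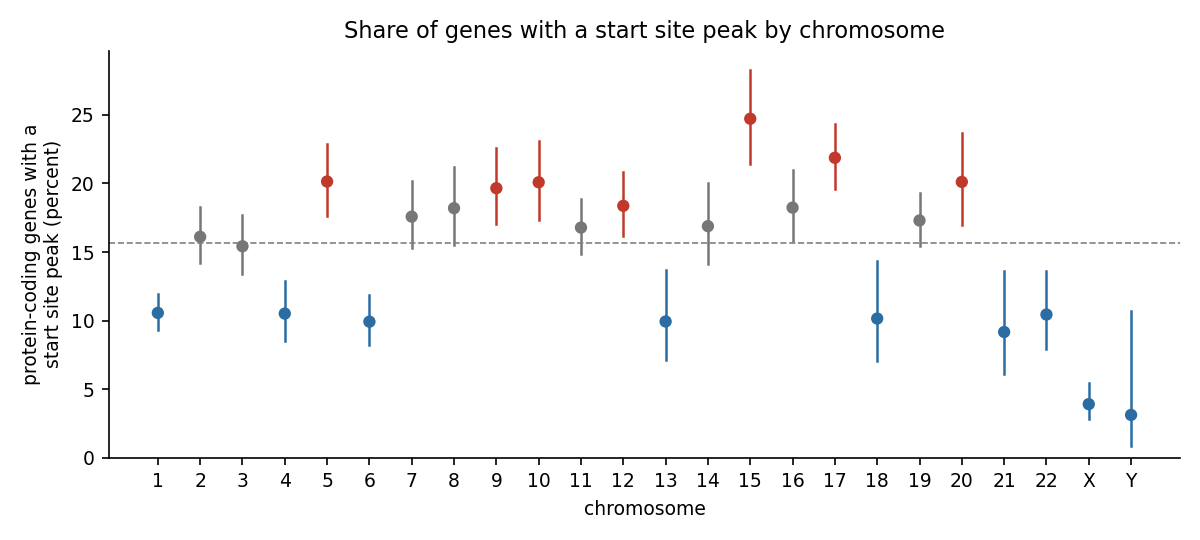
Percent of protein-coding genes with a start site peak (y axis) on each chromosome (x axis), as points with 95% Wilson intervals. Red and blue mark a share above or below that of the other chromosomes at an adjusted p under 0.05, and the dashed line is the 15.7% of all genes; chromosome 15 is highest at 24.7%, and X lies at 3.91%.

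The 10 strongest and the 10 widest peaks shared 1 peak, on chromosome 6. The 10 peaks with the highest −log10 q, from 30.97 to 160.5, all lay away from annotated starts. The first was on chromosome 1 (121484241 to 121485481), next to the centromere gap, the second on chromosome 7 (61968694 to 61969732, −log10 q 148.3) and the third on chromosome 6 (58776777 to 58779469, 78.0). Of the 10, 9 lay within 5 Mb of a gap of 1 Mb or more in the assembly, and 19.2% to 75.8% of their 31-mers were repeated sequence. Most of the widest peaks instead lay over or beside annotated genes. The widest, 3085 bases on chromosome 17 (57915525 to 57918609), lay within VMP1 and ended just upstream of the microRNA gene MIR21. It was followed by peaks at ID3, an inhibitor of differentiation (2965 bases, chromosome 1, 23882653 to 23885617), and at IER5L and its antisense gene IER5L-AS1 (2768 bases, chromosome 9, 131936844 to 131939611). Others were found at TCIM (2538 bases), over MIR3193 and part of ID1 (2473), at CYP24A1, which inactivates vitamin D (2286), and with its midpoint 2103 bases downstream of the start of DDIT4, a stress-induced gene (2187). The list was completed by SNORD104 (2571), ARHGDIA (2045) and the shared peak beside the centromere gap of chromosome 6 (2693). PDE4D, encoding a cAMP phosphodiesterase, had the most peaks of any protein-coding or lncRNA gene, 8 within 1553083 bases, followed by DLGAP1, MACROD2, ABR and ENSG00000255872 with 6 each. These genes are long, apart from ABR at 226274 bases, and no test was made of peak number against length. Of 38864 genes considered, 149 held 3 or more peaks, or 91 after peaks less than 1000 bases apart were merged.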

Values the study reported

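The study reported 6368 YTHDC1 peaks called with MACS2. It divided 29435 transcription start sites by whether YTHDC1 was present within 200 bp on either side. It also reported that 6026 of 21727 genes had a higher pausing index of RNA polymerase II after YTHDC1 depletion.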

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

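Starts of basic transcripts, the removal of peaks in repeated sequence, the downstream share and width difference of random placements and the midpoint rule for strength and width were added after the data were seen, as were the tests made with them. Over 107 results, 627 alternative values were computed under 21 settings. In 26 the direction turned, 26 no longer passed, 18 newly passed and 8 counts changed by over 1.5 times, and the others kept direction and side of the threshold. The share of peaks at starts kept both in its 12 alternatives, from 36.7% with 1 start per gene to 66.5% with a window of 1000 bases. So did the results on splice sites, position, composition and gene classes. Removing peaks in repeated sequence and placing peaks anywhere in the genome changed no call. Leaving out each replicate was not run, since the file holds no value per replicate, and the share of masked repeats was not computed. Small lists limit the tests, and the depth per sample is unknown. For lists, the values below are odds ratios, and unless a reason is given, the cause was not tested.

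Among the 3184 strongest peaks, a number set by that setting, 1741 genes were bound. The polymerase II list (2.77), cytoplasmic ribosomal proteins (2.09) and homologous recombination (1.06) no longer passed, and NRF2 targets did (3.98). The direction turned for the Fanconi list (0.705), blood, liver and nerve markers (1.22) and nucleotide excision repair (1.18). With a q-value under 0.05, 1806 genes were bound, the polymerase II list (2.66) and homologous recombination (1.02) no longer passed, and NRF2 targets did (3.82). The same results turned: the Fanconi list (0.677), the blood, liver and nerve markers (1.17) and nucleotide excision repair (1.13). The difference in −log10 q at starts was near 0 in both settings (-0.0237 and -0.0114), but these filter on −log10 q itself, so no reversal is read from them, although they are counted among those that turned. Fewer peaks leave fewer bound genes by construction.

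With 1 start per gene, 2045 genes were bound. The polymerase II list (2.83), homologous recombination (1.40) and 1 list not reported by name (2.70) no longer passed, mitochondrial ribosomal proteins did (2.12), and airway epithelium (0.466) and mismatch repair (0.521) turned. With a window of 500 bases, homologous recombination (2.51) no longer passed, the NRF2 (3.04) and m6A (3.30) lists did, and nucleotide excision repair turned (1.10). With 1000 bases, homologous recombination (2.29) no longer passed, immediate early genes did (4.64), and nucleotide excision repair stood at 1.00, from 0.948. From the start to 500 bases downstream, the NRF2 (3.76) and m6A (3.34) lists passed and nucleotide excision repair turned (1.35). With basic starts, homologous recombination (2.92) no longer passed, and airway epithelium (0.695) and nucleotide excision repair (1.10) turned. On autosomes alone, homologous recombination (2.95) no longer passed.

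With the midpoint inside the window, 4 lists were bound more often in place of 7. Splicing factors (2.64), the polymerase II list (2.63) and homologous recombination (3.09) no longer passed, and mitochondrial ribosomal proteins did (2.13). Histones turned (0.126), since their peaks are centred beyond the window, as did NRF2 targets (0.823), airway epithelium (0.915) and nucleotide excision repair (1.45). Against matched lists, homologous recombination (1.98) and keratin-associated proteins (0.131) no longer passed, which left 1 list bound less often. With any overlap in place of the midpoint, 3' UTRs (2.95% of peaks) no longer passed, and coding exons (1.93%) and non-coding exons (2.42%) turned. Start windows take such peaks first by construction. With placements inside genes, 3' UTRs (3.34%) no longer passed. Merging peaks less than 1000 bases apart left 91 genes with 3 or more peaks in place of 149, and 4 with 5 or more in place of 10, as fewer peaks must.

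The width difference at starts, 52 bases, did not pass against random placements, since wide peaks reach a window more easily. On chromosomes, several calls moved. Among the 3184 strongest peaks, the odds ratio of genes bound passed on chromosomes 8 (1.302), 11 (1.29), 16 (1.297) and 19 (1.26), no longer passed on 5 (1.24) and Y (0.341), and turned on 2 (0.922). The peak ratio turned on chromosome 7 (0.968). With a q-value under 0.05, genes on 11 (1.28), 16 (1.32) and 19 (1.26) passed, those on 5 (1.24), 9 (1.27) and Y (0.327) no longer did, and chromosome 2 turned (0.924). The peak ratio passed on 5 (0.854) and turned on 7 (0.951). On autosomes alone, genes on 12 (1.17) no longer passed, peaks on 14 (1.15) did, and genes on 2 turned (0.988).

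No paired analysis was possible because the 3 replicates form 1 group in 1 pooled peak set.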

Other observations

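The values on gene ends and on histone peak positions, the correlation per Mb, the single-exon count without receptors and the single peaks named here were chosen after the data were seen. The other tests of explanations below were fixed before their results. Peaks also gathered at the 3' ends of some genes. Of the 2974 peaks away from starts, 105 (3.53%) lay within 200 bases of the end of a protein-coding gene, against 0.672% in random placements (permutation p = 0.0020, the smallest possible). Among the 46 peaks of 1000 bases or more away from starts, 14 did (30.4% against 1.53%, permutation p = 0.0020). These wide peaks included the ends of FTL (chromosome 19, 49470050 to 49472054, −log10 q 9.97) and FTH1 (chromosome 11, 61730109 to 61731913, 2.72), which encode the ferritin chains that store iron. Others lay at the ends of MAT2A, which makes the methyl donor S-adenosylmethionine (1818 bases), of H2AX (1047 bases) and of the ribosomal protein genes RPS2 (1287 bases) and RPL13 (1443 bases). Some of these peaks touch a neighbouring gene as well.

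Histone genes were part of this pattern, with 18 of the 105 end peaks. In the 18 bound histone genes with a canonical transcript, with a median length of 486 bases, the peak midpoint lay 380 to 1050 bases downstream of the start (median 562), and in 13 it lay past the end of the transcript. In the 3141 other bound genes the median was 122 bases (quartiles -158 and 305), and the difference in medians of 440 bases had a permutation p of 0.000300. Beyond the 19 histone genes bound at a start, 18 had a peak only at the end, among them H2AC11 (−log10 q 14.2, chromosome 6, 27101116 to 27102196) and H1-5 (2.995), so that 37 of 66 (56.1%) had either. Some other strong peaks in unique sequence lay away from starts. They included those over exon 5 of METTL3 and upstream of PLLP on chromosome 16 (57334004 to 57334415, −log10 q 17.7). Others lay upstream of ALOXE3 on chromosome 17 (8023117 to 8023567, 12.7) and of MDM4, a relative of MDM2 (chromosome 1, 204475735 to 204476139, 10.1). Peaks of this kind were also found at FOXI3 (11.8), ENSG00000290106 (11.6), SPTBN4 (10.9) and MYO1C (10.7).

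The high share of bound histone genes was weighed against technical explanations. Reads shared between near-identical copies are argued against by the sequence of the peaks: the median share of repeated 31-mers in the 19 histone start peaks was 2.88%, and 18 of them lay under 10%. Shortness alone did not go with a high share of bound genes. Of other single-exon genes under 2000 bases, 16 of 695 were bound (2.302%, Fisher exact p = 7.06e-13 against the histone genes). The share was 3.94% without receptors and keratin-associated proteins. This comparison cannot decide whether a peak centred further along a short gene reaches the start window. In all 18 bound histone genes with a canonical transcript the midpoint lay over 200 bases downstream, and in 13 past the end. The level of transcription of the histone genes and of the comparison genes was not analysed here, and no biological explanation was tested.

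The share of genes bound differed between chromosomes, from 3.13% on Y, with 64 genes, and 3.91% on X to 24.7% on 15. Promoter GC and the number of annotated starts are argued against as the whole cause, since correcting for both left 0.924 of the SD between chromosomes (95% bootstrap interval 0.848 to 1.01). A candidate explanation that stays open is DNA copy number without a control library: across 23 chromosomes, the number of peaks away from starts per protein-coding gene followed the share bound (Spearman rho 0.780, interval 0.559 to 0.908, permutation p = 7.0e-05, adjusted 0.00012; Pearson r 0.816, p = 2.0e-05, or 0.762 without chromosomes 20 and X). Per Mb, a measure that does not share the gene number, rho was 0.740 (p = 0.00012) and r 0.588 (p = 0.0028), or 0.715 without chromosomes 17 and 19. Any other cause that acts on whole chromosomes would give the same relation, the copy number was not measured, and no biological explanation was tested.

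The strongest peaks lay beside centromere gaps: of the 44 peaks with a −log10 q over 10, 21 were within 5 Mb of a long gap, compared with 447 of all peaks (7.02%). Sequence that occurs several times in the assembly is a candidate explanation, as the median share of repeated 31-mers in those 21 peaks was 55.6%, above the 95th percentile of all peaks (15.7%). It ranged from 0% to 98.4%, so it may not account for each of them. No biological explanation was tested. These peaks are a small part of the set, and without the 442 peaks in repeated sequence the share at starts was 55.8%.

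Because YTHDC1 reads m6A in RNA, the consensus site of this mark, DRACH, was counted on the sense strand of the first 500 bases of each protein-coding gene. Bound genes had 6.36 sites on average and unbound genes 7.09. Within deciles of GC the difference, bound minus unbound, was -0.157 sites (95% bootstrap interval -0.253 to -0.0517, permutation p = 0.0038), the opposite direction from the hypothesis that more sites go with a peak. Sites in the sequence are not methylation, which was not measured here, and sites further along the transcript were not counted.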
